A study of Mus musculus with 8 samples. Its data were reported in "Modification of BRCA1-associated breast cancer risk by HMMR overexpression" (2022).

How the data were processed

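The series holds bulk RNA-seq of 8 frozen mouse mammary tumors, 4 per genotype, in 1 table with 1 column per tumor. Each column carries the identifier given for its tumor in the labels, and tumors were assigned to a genotype from the title of their label. The labels give no batch, date or sequencing run.

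The values are gene-level TPM, the share of a tumor's transcripts that each gene takes, scaled to a fixed total and computed by the authors before deposit. The sources differ on how they were made. The methods of the study describe extraction with TRIzol, single-end reads, trimming and masking of low-quality sequence, transcript quantification with Kallisto and summing to genes with tximport. The labels describe extraction with an RNeasy kit and libraries made with standard Illumina TruSeq protocols, and the submitters' processing notes list STAR 2.4.0f1, SAMtools 0.1.18 and bedtools. Both name the mouse genome build mm9. It was not settled which route gave the deposited TPM table. This matters for genes with near-identical copies, since a transcript quantifier shares reads among copies by estimation and an aligner keeps, splits or drops them by its settings. The authors tested differences with DESeq2 and gene sets with pre-ranked GSEA. Counts were not used here, so a count test was not run.

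The deposited TPM columns sum to between 994000.9 and 994984.0, just under the 1000000 that define the unit, and are not scaled between tumors. TPM is relative: a gene group that takes a larger share of RNA lowers the values of the others. It keeps no depth, so no counting interval or detection limit could be given, and a value of 0 is reported as listed at 0. No column was left out of the analysis, and no pair of columns was identical. Spearman correlations across genes between tumors lay between 0.922 and 0.938.

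Gene symbols and mm9 coordinates came from the GENCODE M1 annotation of that build, matched on the Ensembl ID, with a RefSeq table for newer symbols. A symbol was found for 25388 of 35539 IDs, of which 2387 took a newer RefSeq symbol on the same chromosome, and 10151 IDs had none. Of the 14835 tested genes, 13934 had a symbol. Many IDs without one are from annotations newer than the one used here.

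The main test was limma 3.58.1 (R 4.3.3) on log2(TPM + 1), with empirical Bayes moderation and a mean-variance trend, for genes with a mean of at least 1 TPM over the 8 tumors. P-values were adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05, and intervals are at 95%. All tests were two-sided. Gene lists with at least 5 tested members were compared with the other genes by camera with a preset correlation of 0.01, adjusted over 41 lists, and the count of members past the test adjusted over the list alone was also taken. A list score is the mean log2(TPM + 1) of the tested members in a tumor. Scores, shares and single genes were compared by an exact permutation test of the 8 tumors, in which 70 arrangements allow a smallest p of 0.0286. Copies of Rpl15 were aligned to its transcript in the mm9 genome with Biopython 1.88, and genome sequence was read with samtools 1.23.1. Other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.

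The groups, tests, gene lists, naming rule and alternatives were fixed before the data were examined, except where the text says otherwise. The lists were written from general knowledge and not downloaded, so they stand for pathways and cell types without matching any published set. The naming rule took the genes the study names, the 10 genes per direction with the largest change past the threshold, and for each called list the 4 members with the largest moderated statistic in its direction, or 2 members for an uncalled list tied to the study's question. Where fewer than 10 genes passed in a direction, the places were filled with the smallest unadjusted p among genes whose genotypes did not overlap, and predicted genes, pseudogenes and IDs without a symbol were passed over. A set of 30 genes named by the study was tested gene by gene and not as a list. For the mesenchymal list, a single member that this rule picks is not reported here.

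Alternatives were pseudocounts of 0.1 and 5, no filter or a mean of at least 5 TPM, quantile normalization, median-of-ratios scaling, TPM rescaled without mitochondrially encoded, milk protein, immunoglobulin and hemoglobin genes, moderation without trend or with robust settings, array weights, and leaving out each tumor in turn. For lists, camera with an estimated correlation, fry and pre-ranked GSEA (fgsea 1.28.0, 10000 permutations) were added. A fit without tumors 1, 3 and 6 was chosen after the data were seen, because their skeletal muscle scores were the highest.

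The gene test was tested on simulated data with the means and spread of these 14835 genes. It recovered 16%, 50%, 70% and 94% of 50 genes each planted at log2 changes of 1, 1.5, 2 and 3, with 1 false call in 116. Changes were planted only in genes with a mean log2(TPM + 1) above 3, so recovery of lower genes was not measured. Noise was drawn independently for each gene, so false calls among correlated genes were not measured either. A shift of 0.4 planted in the TNF list was found as 0.44, with 0 of the other 40 lists called. Some of those lists share members with the TNF list and held part of the shift. That count therefore does not measure false list calls. With the same correlation of 0.3 among the members of every list and no effect, the preset camera test called a median of 13.5 lists over 20 simulations. The estimated one called 0.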

Results

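RNA was measured in 8 bulk mammary tumors from mice of 2 genotypes, with 4 tumors per genotype. Tumors 1 to 4 came from Brca1f/f;Trp53+/- mice, in which the Blg-Cre recombinase removes floxed Brca1 exons in mammary epithelium on a background with a single intact copy of Trp53; these are called control tumors. Tumors 5 to 8 came from mice with the same Brca1 and Trp53 alleles that also carried both copies of a Cre-induced human HMMR transgene at the Rosa26 locus (HMMR-Tg tumors). HMMR encodes a hyaluronan receptor that also binds microtubules and acts at the mitotic spindle. The comparison asks which genes and gene groups differ in tumors that form when HMMR is overexpressed. The deposited table gave TPM values, which express each gene as its share of all transcripts in a tumor, for 35539 Ensembl gene IDs, and between 21522 and 22336 of them were above 0 in each tumor. TPM keeps no sequencing depth, so the depth behind each value is unknown. The labels do not tie each tumor to a mouse, so the p-values measure only the spread between these tumors. Values below are means ± SD over the 4 tumors of a genotype, and differences are HMMR-Tg minus control on the log2(TPM + 1) scale, which understates changes of genes near 0.

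Tumors of a genotype were no closer to each other than to tumors of the other genotype across the whole transcriptome. Over the 14835 genes with a mean TPM of at least 1, the median Pearson correlation of log2 values was 0.904 over 12 pairs of tumors of the same genotype and 0.909 over 16 pairs of different genotypes. The first principal component held 27% of the variance, and its highest scores were 70.5 in control tumor 3 and 56.7 in HMMR-Tg tumor 5. The second held 19.6% and did not differ between genotypes (exact permutation p = 0.2).

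The manipulated genes were examined first. Endogenous Hmmr (chromosome 11, 40514890 to 40546939, mm9) was at 12.5 ± 2.52 TPM in control and 16.5 ± 2.94 TPM in HMMR-Tg tumors, a difference of 0.37 that did not exceed the spread between tumors (exact permutation p = 0.0857). The transgene is human and a mouse reference does not hold it, so these values are not a direct check of the genotype. Brca1 (chromosome 11, 101350078 to 101413269) differed by 0.22 and Trp53 (chromosome 11, 69393861 to 69405375) by 0.17, with exact permutation p of 0.486 and 0.371. Both genotypes carry the same Brca1 and Trp53 alleles, so comparing them could not check either allele. The floxed exons are also a small part of Brca1, so a gene-level value cannot show their loss.

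At the gene level, 9 genes rose in HMMR-Tg tumors and 0 fell (limma, Benjamini-Hochberg adjusted p under 0.05). The 9 are predicted genes, processed copies or IDs without a symbol in the annotation used, so they fall outside the naming rule and are named here after their values were seen. Of these, 4 are processed copies of Rpl15, which encodes a protein of the large ribosomal subunit. Rpl15-ps6 (chromosome 15, 52309169 to 52309783) was at 0.736 ± 0.851 TPM in control and 305 ± 136 TPM in HMMR-Tg tumors, a difference of 7.49 with a standard error of 0.44 (adjusted p = 0.000122). Gm8420 (chromosome 1, 51997494 to 51998105) was at 0.376 ± 0.224 and 76.8 ± 26.3 TPM (difference 5.78, adjusted p = 5.94e-05). Gm14094 (chromosome 2, 133025347 to 133025956) was at 0.69 ± 0.334 and 16.2 ± 5.87 TPM (3.31, adjusted p = 0.00372), and Gm5292 (chromosome 5, 44335141 to 44335722) at 0.654 ± 0.276 and 11.6 ± 6.79 TPM (2.81, adjusted p = 0.0341). Their aligned sequences match the Rpl15 transcript at 99.7%, 96.6%, 95.4% and 96.2% of bases, so reads can be shared between them and these values are uncertain. Rpl15 itself (chromosome 14, 19100337 to 19103905) was at 995 ± 104 and 814 ± 227 TPM, and the copy Rpl15-ps3 at 874 ± 135 and 508 ± 245 TPM. Summed over Rpl15 and its named copies, the level was 1870 ± 237 TPM in control and 1730 ± 426 TPM in HMMR-Tg tumors (exact permutation p = 0.657).

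The other called gene with a symbol was Gm2974, a predicted gene of proximal chromosome 14 (4126977 to 4307934), at 0.0714 ± 0.0939 and 4.15 ± 0.884 TPM (2.25, adjusted p = 0.0146); a gene this near 0 depends on the pseudocount, at 4.77 with 0.1 and 0.85 with 5. Among the 4 IDs without a symbol, ENSMUSG00000099397 was at 1.21 ± 0.353 and 45.1 ± 15.5 TPM (4.34, adjusted p = 0.000204), and ENSMUSG00000098915 was listed at 0 in each control tumor and at 15.1, 13.5, 39.6 and 13.4 TPM in tumors 5 to 8 (adjusted p = 0.00187). Gm2974 lost its call without any 1 of tumors 1, 2, 3, 4, 6, 7 or 8, with adjusted p between 0.0615 and 0.0865, and Gm5292 without any 1 of tumors 1, 2, 3, 4, 5, 6 or 8, with adjusted p between 0.0716 and 0.169. With all 8 tumors, Gm5292 also lost its call with a pseudocount of 5 (1.48, adjusted p = 0.237), with no filter on low values (adjusted p = 0.227) and with a mean of at least 5 TPM (adjusted p = 0.224). Without tumors 1, 3 and 6, which had the highest skeletal muscle scores, 3 of the 9 genes were still called, in a fit chosen after the data were seen.

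**Figure D1:**
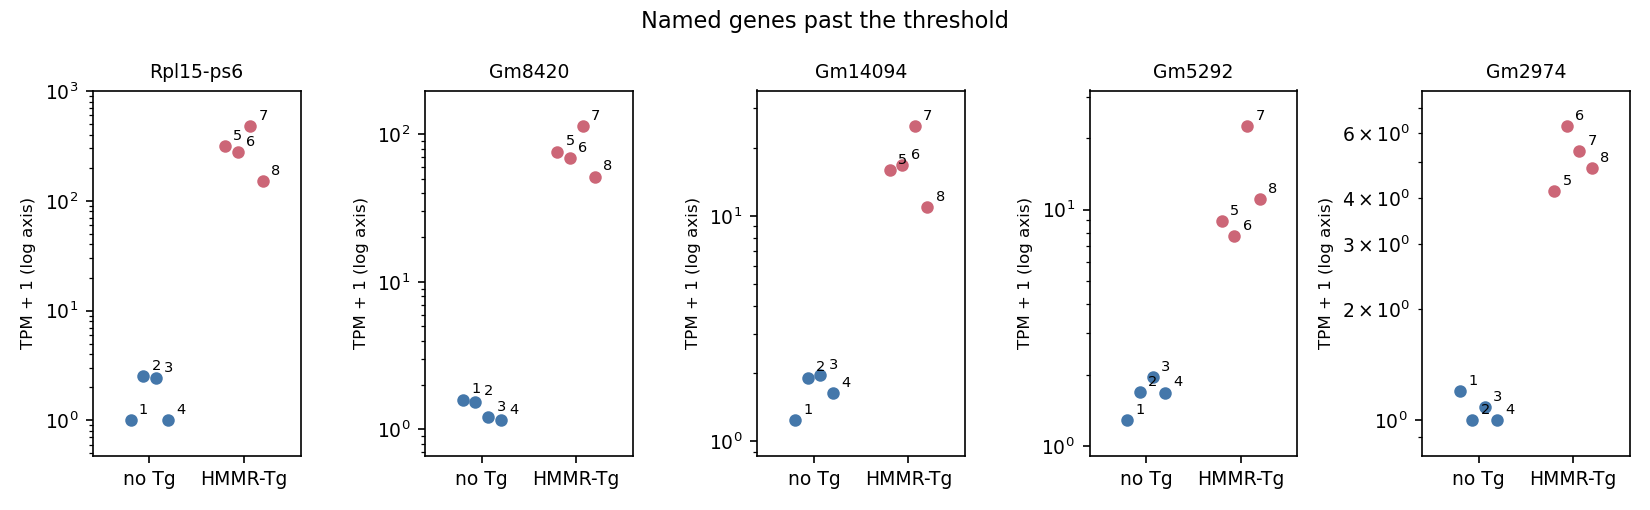
Expression of the 5 named genes past the threshold in each of the 8 tumors, as TPM + 1 on a log axis, with control tumors (no Tg, blue) and HMMR-Tg tumors (red) numbered 1 to 8. In each panel the 4 HMMR-Tg tumors lie above the 4 control tumors, with Rpl15-ps6 at means of 0.736 and 305 TPM.

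Over all 14835 tested genes, these 9 included, 513 had an unadjusted p under 0.05, fewer than the 742 that chance alone gives, with 241 higher and 272 lower. The 2 genotypes did not overlap in 331 genes, or 2.23%, where chance gives 2.86%. The genes named next had the smallest unadjusted limma p among genes with no overlap, and none of them passed the adjusted threshold. On the higher side, Tlcd2 was at 8.52 ± 2.3 and 28.8 ± 7.69 TPM (1.65, adjusted p = 0.187). Apoc1, an apolipoprotein made by lipid-laden macrophages among other cells, was at 1.48 ± 1.53 and 37.6 ± 25 TPM (3.71), and it passed without tumor 5 (4.53, adjusted p = 0.0281). The stress-induced heme oxygenase Hmox1 differed by 1.73, the prostaglandin E synthase Ptges by 1.45, the vasodilator peptide Adm by 1.47, and the semaphorin receptor Plxnd1 by 1.49. The Wnt co-receptor Lrp5 was at 67.3 ± 18 and 132 ± 10.2 TPM (1.00). Spats2l, Eid2 and Rnf144a differed by 1.78, 1.35 and 1.3.

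On the lower side, the histone gene H2ac1 was at 7.47 ± 4.37 TPM in control and 0.213 ± 0.274 TPM in HMMR-Tg tumors (-2.68, adjusted p = 0.0997). The actin-binding coronin Coro2a was at 375 ± 186 and 79.4 ± 54.5 TPM (-2.37), the heme-binding protein gene Hebp1 at 53.6 ± 11.9 and 22 ± 8.8 TPM (-1.3), and the phosphofructokinase Pfkp at 167 ± 47.1 and 85.6 ± 12.8 TPM (-0.93). Of the 10 lower genes, 5 lie on chromosome 5 beyond 100 megabases: Cldn3, Gtf2h3, Iqce, Sirt4 and Srrd, with differences of -0.91, -0.91, -1.03, -1.01 and -0.88. The remaining gene, mitochondrially encoded mt-Nd3, is described with its group.

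Genes of distal chromosome 5 deviated together in single tumors. This region held 499 tested genes, or 3.58% of those with a position, but 91 of the 272 genes that were lower at an unadjusted p under 0.05, or 33.5%. None of its genes was higher at that level, a count of 0. The regional median deviation was 0.68 in control tumor 4 and 0.33 in control tumor 2, and -0.54 in HMMR-Tg tumor 6 and -0.25 in tumor 7. The other tumors lay between -0.11 and -0.02 or at 0 after rounding. In tumor 6, 92.2% of these genes were below their mean over the other 7 tumors. The median difference of the region's genes between genotypes was -0.46. The exact permutation test of the regional score gave p = 0.0571, where the smallest possible p is 0.0286. The region was chosen after its genes were seen to be lower in HMMR-Tg tumors. Its share of the lower genes and this p are therefore tilted toward a difference. The regional medians of the genotypes overlapped only through control tumor 3, at -0.05, and HMMR-Tg tumor 8, at -0.02. With so few tumors and a region chosen from the same values, the test neither establishes a difference between genotypes nor shows that there is none.

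**Figure D2:**
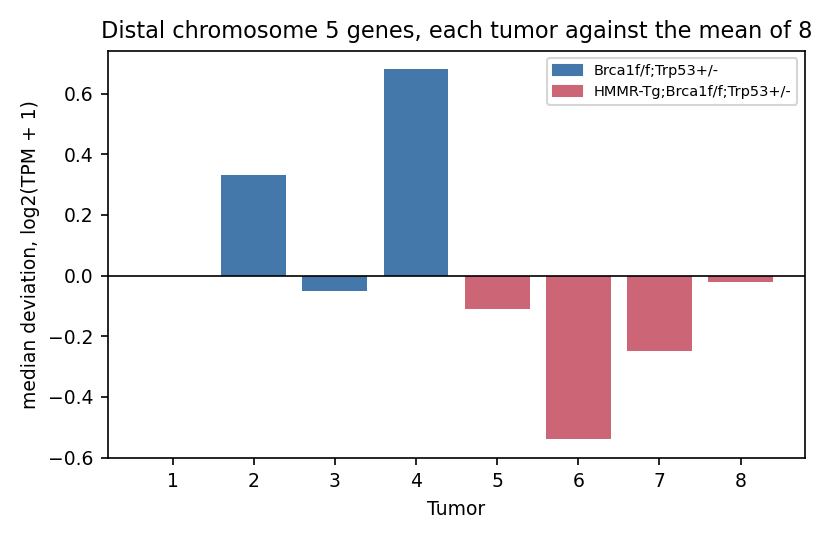
Median deviation of the 499 tested genes of chromosome 5 beyond 100 megabases in each tumor from the mean of the 8 tumors, in log2(TPM + 1), with control tumors in blue and HMMR-Tg tumors in red; bars start at 0 and have no error bar because each is a single tumor. Control tumor 4 stands highest at 0.68 and HMMR-Tg tumor 6 lowest at -0.54.

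The study names 30 genes for these tumors or this pathway, and 26 of them had a higher mean log2 value in HMMR-Tg tumors. None of the 29 that could be tested passed, with 0 over all genes and 0 adjusted over the list alone (lowest adjusted p = 0.109), against 4 at an unadjusted limma p under 0.05, which are described next. The study chose these genes in part on these tumors, so the count adjusted over the list alone is not independent evidence. Cldn3 (chromosome 5, 135462084 to 135463342), a tight junction claudin, was at 399 ± 43.8 TPM in control and 218 ± 55.8 TPM in HMMR-Tg tumors (-0.91, exact permutation p = 0.0286), with no overlap between genotypes; it lies in the distal chromosome 5 region described above. Cldn1 was at 36.3 ± 15.9 and 15.3 ± 6.25 TPM (-1.13, exact permutation p = 0.0857), and it passed the adjustment over the list alone without control tumor 3, at a difference of -1.54. Il6 (chromosome 5, 30339701 to 30346508), an inflammatory cytokine, was at 0.365 ± 0.113 and 8.59 ± 9.18 TPM (2.01, exact permutation p = 0.0286), and its difference was 1.05 with a pseudocount of 5. Its HMMR-Tg values were 14.4 and 18.4 TPM in tumors 7 and 8 but 1.04 and 0.491 TPM in tumors 5 and 6. The highest control value was 0.473 TPM, in tumor 2, so the genotypes were separated only by a narrow gap near 0. Pecam1, which encodes the endothelial marker CD31, was at 22.8 ± 1.69 and 37.8 ± 9.98 TPM (0.67, exact permutation p = 0.0286).

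Il10 fell below the expression filter, at 0.344 ± 0.194 and 1.25 ± 0.647 TPM, and its genotypes did not overlap (exact permutation p = 0.0286, as for Cldn3, Il6, Pecam1 and Csf2 the smallest that 70 arrangements allow). Vegfa, the endothelial growth factor, was at 228 ± 131 and 270 ± 45.4 TPM, and its difference of 0.47 became -0.03 without control tumor 1. The mesenchymal gene Vim was at 580 ± 374 and 915 ± 658 TPM (0.70), and its difference was 0.27 without tumor 4, 0.28 without tumor 8 and 1.06 without tumor 3. Twist1 differed by 0.17 and Snai2, which encodes Slug, by -0.30; Twist1 took values from -0.18 to 0.92 and Snai2 from -0.65 to 0.41 when 1 tumor was left out. The leukocyte gene Ptprc, which encodes CD45, differed by 0.20, and the macrophage genes Adgre1, Cd68 and Vcam1 by 0.21, 0.54 and 0.33. The colony-stimulating factors Csf1, Csf2 and Csf3 differed by 0.39, 0.60 and 0.63, and Il1a by 0.94; Csf2 was at 0.627 ± 0.368 and 1.46 ± 0.623 TPM, without overlap between genotypes. Among NF-κB subunits, Nfkb1 differed by -0.02, Nfkb2 by 0.49 and Relb by 0.68; Nfkb2 was at 321 TPM in tumor 7 and its difference was -0.14 without that tumor, and that of Relb was 0.28. Aurka differed by 0.56, Arpc2 by 0.03, Cgas by 0.12 and Sting1 by 0.01. The epithelial keratins Krt8 and Krt14 differed by 0.24 and 0.07, and Esr1, the estrogen receptor gene, was near 2 TPM in both genotypes (1.98 ± 1.88 and 1.8 ± 0.909 TPM).

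**Figure D3:**
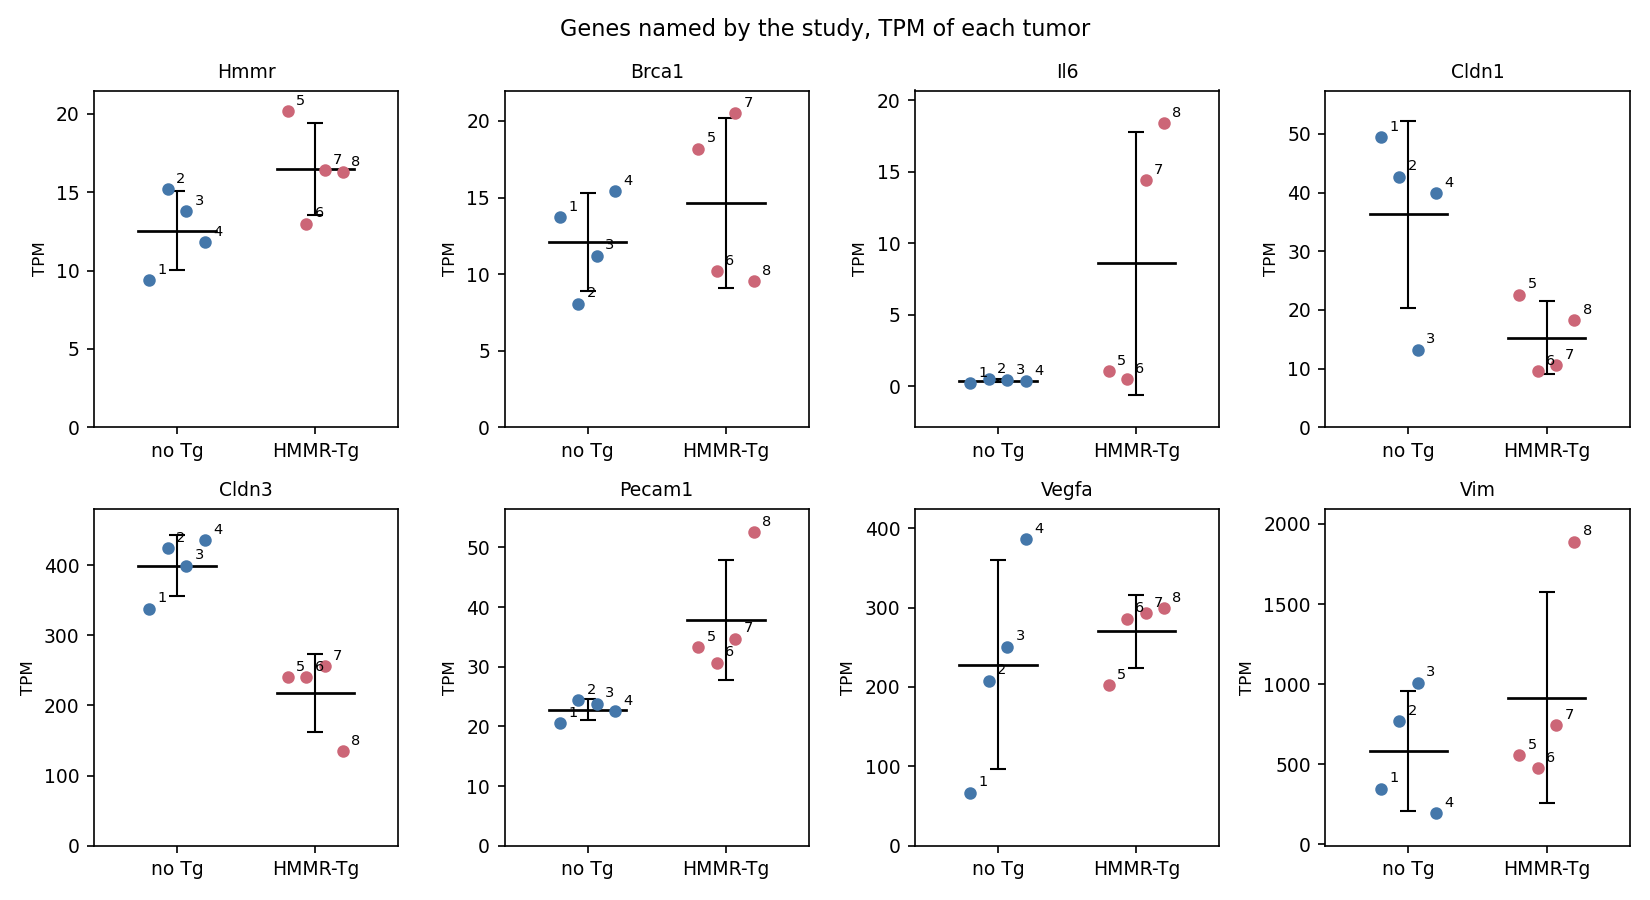
Expression of 8 genes named by the study in each tumor, in TPM, with control tumors (no Tg, blue) and HMMR-Tg tumors (red) numbered 1 to 8; lines are means and bars are SD over the 4 tumors of a genotype. The genotypes do not overlap for Il6, Cldn3 and Pecam1, and Il6 is above 10 TPM only in tumors 7 and 8, at 14.4 and 18.4 TPM. For Il6 the gap is narrow, between 0.473 TPM in control tumor 2 and 0.491 TPM in HMMR-Tg tumor 6.

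Of 41 gene lists fixed in advance, 18 were higher and 3 lower in HMMR-Tg tumors by camera with a preset correlation of 0.01. Some lists share members, so their calls are not separate findings. Without immediate-early genes, 178 of the 198 tested TNF/NF-κB targets remain. Il6 is in the TNF/NF-κB, inflammatory mediator and cytosolic DNA sensing lists. With 1 tumor left out, between 12 (without tumor 4, with 6 lower) and 21 (without tumor 2) were higher, and 14 without tumors 1, 3 and 6. With a correlation estimated for each list, 0 lists passed (lowest adjusted p = 0.41) and 1 had an unadjusted p under 0.05. By fry, 0 passed and 3 had an unadjusted p under 0.05. Pre-ranked GSEA, the method of the study, which treats genes as independent, called 19 higher and 5 lower. On simulated data with no effect and a correlation of 0.3 among members of every list, the preset test called a median of 13.5 and up to 21 of the 41 lists. The estimated one called 0. In these tumors the estimated correlation was 0.14 for TNF/NF-κB targets, 0.04 for tight junctions, 0.60 for endothelial and 0.68 for leukocyte markers. The simulated rate therefore does not carry over to single lists. Because 0 lists passed with an estimated correlation, the list calls below show direction and not an established difference between genotypes. No member of any list passed over all genes tested, and 2 passed adjusted over their list alone, Psmb8 and Adm. When each tumor's list score was compared instead, 1 list, of mitochondrially encoded genes, had an unadjusted p under 0.05 (exact permutation p = 0.0286, adjusted p = 0.586), and this count was 0 under quantile normalization, under median-of-ratios scaling and without tumor 5, 7 or 8.

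Targets of TNF signaling via NF-κB were the list with the smallest camera p. Of its 198 tested members, 164 had a higher mean in HMMR-Tg tumors and 17 were higher and 1 lower at an unadjusted p under 0.05. The mean difference was 0.45 (adjusted p = 1.12e-12, and adjusted p = 0.41 with an estimated correlation). The study named this set from these tumors, so its direction is not independent evidence. Its leading members were the neutrophil chemokine Cxcl2 at 1.49, the cytokine Tnf at 1.78, the AP-1 subunit Junb at 0.84 and the TGF-β effector Smad3 at 0.64. The score was 4.65 ± 0.3 in control and 5.11 ± 0.33 in HMMR-Tg tumors (exact permutation p = 0.143). Inflammatory mediators, a list of cytokines and chemokines, were higher by 0.70 with 26 of 31 members higher (adjusted p = 7.2e-08, and adjusted p = 0.41 with an estimated correlation); Tgfb1 differed by 0.58 beside Cxcl2, Tnf and Il6. Immediate-early genes were higher by 0.68 in all 23 members (adjusted p = 7.2e-08, and adjusted p = 0.42 with an estimated correlation), led by Junb, Klf2 at 1.03, Ppp1r15a at 0.72 and the heat shock gene Hspa1b at 0.75. That list's difference was 0.45 without tumor 8 and 0.35 without tumors 1, 3 and 6.

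Components of non-canonical NF-κB signaling were higher by 0.30, with 15 of 19 members higher (adjusted p = 0.0249, and adjusted p = 0.547 with an estimated correlation). Its leading members were Relb at 0.68, Bcl3 at 0.48, the TNF receptor Tnfrsf1b at 0.70 and the kinase Map3k14 at 0.44. None of them had an unadjusted p under 0.05. Without tumor 7, Relb, Bcl3 and Map3k14 were at 0.28, 0.28 and 0.20, and without tumor 3 Tnfrsf1b was at 1.21. The call ended without tumor 1, 4 or 7, at differences of 0.25, 0.21 and 0.10, and without tumors 1, 3 and 6 at 0.38. Cytosolic DNA sensing genes were higher by 0.31 with 27 of 34 members higher (adjusted p = 0.00172, and adjusted p = 0.547 with an estimated correlation). They were led by Il6, Il1b at 0.76, the necroptosis kinase Ripk3 at 0.71 and the NF-κB inhibitor gene Nfkbib at 0.47, with Cgas and Sting1 at 0.12 and 0.01. The list's difference was 0.19 without tumor 4, which ended the call, and 0.48 without tumors 1, 3 and 6. Interferon-stimulated genes differed by 0.03 over 41 members and were not called (adjusted p = 0.784), but their call depended on single tumors. They were lower by -0.34 without tumor 4 (adjusted p = 0.00022), and higher by 0.23 without tumor 1 (adjusted p = 0.0233), by 0.30 without tumor 8 (adjusted p = 0.00655) and by 0.68 without tumors 1, 3 and 6 (adjusted p = 1.54e-05).

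**Figure D4:**
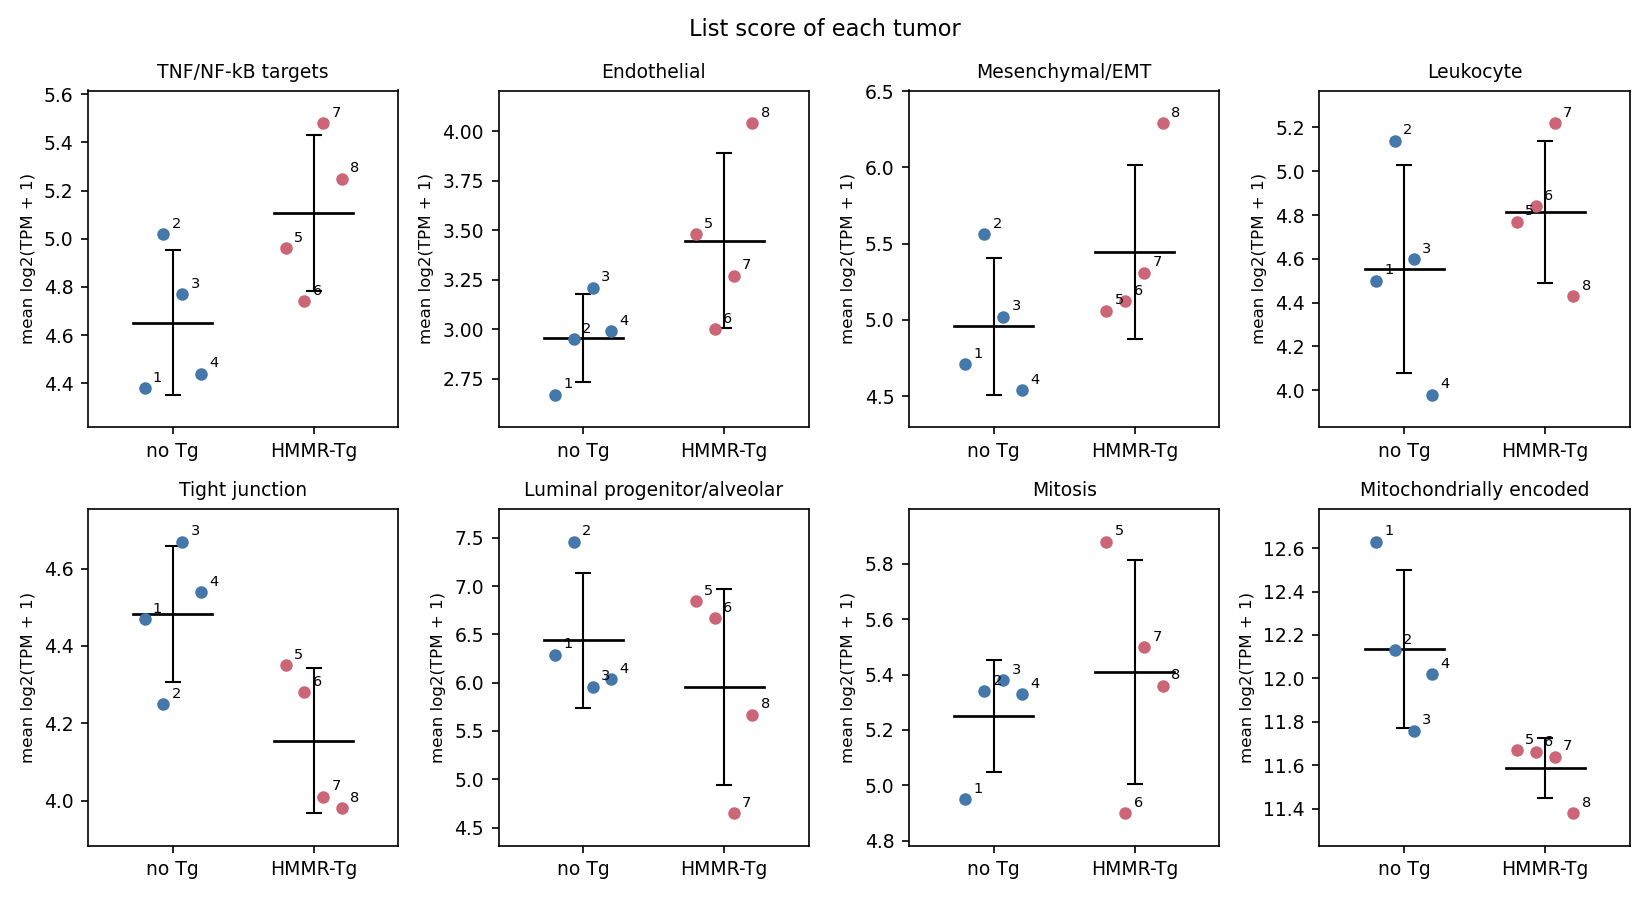
Score of 8 gene lists in each tumor, the mean log2(TPM + 1) of a list's tested members, for control tumors (no Tg, blue) and HMMR-Tg tumors (red) numbered 1 to 8; lines are means and bars are SD over the 4 tumors of a genotype, and axes do not start at 0. The genotypes overlap in each panel except that of mitochondrially encoded genes, where control tumors average 12.14 and HMMR-Tg tumors 11.59.

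Blood vessel genes were higher in HMMR-Tg tumors. Endothelial markers differed by 0.49 and 31 of 32 had a higher mean (adjusted p = 6.98e-12, and adjusted p = 0.42 with an estimated correlation). Pecam1, the junctional cadherin Cdh5 at 0.80, the adhesion receptor Adgrl4 at 0.75 and the sialomucin Emcn at 0.69 led the list and did not overlap between genotypes. The score was 2.95 ± 0.22 and 3.45 ± 0.44 (exact permutation p = 0.0571), and the list's difference was 0.30 without tumor 8. Pericyte markers were higher by 0.42 with 11 of 12 members higher (adjusted p = 0.000248, and adjusted p = 0.41 with an estimated correlation), led by Cspg4 at 0.94, Ndufa4l2 at 0.74, Pdgfrb at 0.55 and Rgs5 at 0.77. Angiogenic factors were higher by 0.41 with 19 of 24 members higher (adjusted p = 0.000248, and adjusted p = 0.41 with an estimated correlation). Angpt2, an antagonist of the Tie2 receptor on vessels, was at 4.83 ± 3.08 and 15.7 ± 6.3 TPM (1.61), and Adm, Nrp2 and Apln differed by 1.47, 1.39 and 1.00. Hypoxia and glycolysis genes were higher by 0.26 with 26 of 37 members higher (adjusted p = 0.000983, and adjusted p = 0.42 with an estimated correlation), led by Adm, the lactate exporter Slc16a3 at 1.06, Aldoa at 0.53 and Bnip3 at 0.70. Their call ended without tumor 1 or tumor 8, at 0.15 in each case. Among the members of this list, 3 were higher and 1 lower at an unadjusted p under 0.05. The lower one was Pfkp, at -0.93.

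Among immune lists, those of leukocytes in general, neutrophils, macrophages and MHC class I were called higher and those of lymphocytes were not in the comparison of all 8 tumors; the difference between lists was not tested. Pan-leukocyte markers were higher by 0.26 and 26 of 29 had a higher mean (adjusted p = 0.000407, and adjusted p = 0.651 with an estimated correlation), but none at an unadjusted p under 0.05; Plek, Laptm5, Itgam and Hcls1 differed by 0.45, 0.46, 0.50 and 0.46. Their difference was 0.06 without tumor 4 and 0.12 without tumor 7, which ended the call, 0.45 without tumor 2, and 0.25 without tumors 1, 3 and 6, where the call also ended. Neutrophil markers were higher by 0.72 in all 16 members (adjusted p = 4.53e-06, and adjusted p = 0.42 with an estimated correlation), led by Acod1 at 1.56, Clec4e at 1.10, Trem1 at 0.83 and Il1r2 at 1.25, and by 1.09 without tumor 3. Macrophage markers were higher by 0.31 with 23 of 28 members higher (adjusted p = 0.00196, and adjusted p = 0.618 with an estimated correlation), led by the scavenger receptor Msr1 at 0.94, Siglec1 at 0.77, Cd68 at 0.54 and Lyve1 at 0.76. The macrophage difference was 0.53 without tumor 2 and 0.10 without tumor 4, and the call ended without tumor 4 and without tumors 1, 3 and 6. Genes of MHC class I presentation were higher by 0.51 with 12 of 14 members higher (adjusted p = 8.08e-06, and adjusted p = 0.41 with an estimated correlation). The immunoproteasome subunit Psmb8 was at 98.1 ± 31.6 and 198 ± 35.7 TPM (1.05), and Tap2, Tapbp and Erap1 differed by 0.83, 0.66 and 0.53; the list's difference was 0.30 without tumor 3 and 0.15 without tumors 1, 3 and 6, where it was not called. MHC class II genes differed by -0.24, T and NK cell markers by 0.06, B and plasma cell markers by 0.13 and dendritic and mast cell markers by -0.05, and none of these lists was called with all 8 tumors. MHC class II genes were called lower without tumor 3, 4 or 7, at -0.36, -0.46 and -0.57, and were at 0.06 without tumor 2, and T and NK cell markers were called higher without tumor 2, at 0.26, and were at -0.20 without tumor 7. The median member of the B and plasma cell list, at -0.01, and of the dendritic and mast cell list, at 0.11, had the opposite sign to the mean, and camera placed the B and plasma cell list on the lower side.

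Genes of tight junctions were lower in HMMR-Tg tumors. The mean difference was -0.33 and 4 of 21 members had a higher mean (adjusted p = 0.0167, and adjusted p = 0.41 with an estimated correlation), and Cldn3 and Cldn1 were the 2 members lower at an unadjusted p under 0.05. The polarity genes Mpp5 and Crb3 differed by -0.49 and -0.70. The score was 4.48 ± 0.18 in control and 4.16 ± 0.19 in HMMR-Tg tumors (exact permutation p = 0.0857). The study named this set from these tumors, so its direction is not independent evidence, and 3 of its tested members lie in the distal chromosome 5 region. The call ended without tumor 3, 7 or 8, each at -0.26 and with adjusted p of 0.128, 0.0748 and 0.159, and without tumors 1, 3 and 6 at -0.30 (adjusted p = 0.105). The wider epithelial list differed by -0.14 over 35 members and was not called with all 8 tumors. It was called lower without tumor 5 (-0.29, adjusted p = 0.0333), without tumor 6 (-0.22, adjusted p = 0.0184) and by pre-ranked GSEA (adjusted p = 0.0376), and was at 0.09 without tumor 8.

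Mesenchymal and stromal genes were higher. Markers of mesenchyme and epithelial-to-mesenchymal transition differed by 0.49 with 31 of 35 members higher (adjusted p = 2.29e-06, and adjusted p = 0.433 with an estimated correlation), with Tgfb1, the matrix protease Mmp14 at 0.60 and Tagln at 0.82 among the leading members. Without tumor 8 their difference was 0.23. Fibroblast and matrix genes differed by 0.37 with 26 of 30 members higher (adjusted p = 0.00113, and adjusted p = 0.651 with an estimated correlation), led by Pdgfrb, Col5a2 at 0.84, Col5a1 at 1.01 and Col1a1 at 0.91. The fibroblast difference was 0.14 without tumor 4 and 0.03 without tumor 8, which ended the call, and 0.67 and 0.56 without tumors 2 and 5. Basal and myoepithelial genes differed by 0.33 with 15 of 23 members higher (adjusted p = 0.0128, and adjusted p = 0.612 with an estimated correlation). The smooth muscle genes Cnn1 and Acta2 differed by 1.42 and 0.87, Tagln by 0.82 and the integrin Itgb4 by 1.09. The basal call ended without tumor 1, 4 or 8, at 0.14, 0.08 and 0.16, and without tumors 1, 3 and 6 at 0.31, and the difference was 0.69 without tumor 2. Luminal progenitor and alveolar genes were lower by a mean of -0.48 with 7 of 23 members higher (adjusted p = 0.00783, and adjusted p = 0.547 with an estimated correlation). The milk fat globule protein Mfge8 was at 1500 ± 674 and 704 ± 341 TPM (-1.10), and Wfdc18, Cd14 and the alveolar regulator Elf5 differed by -1.46, -0.67 and -0.85. The luminal progenitor difference was -0.15 without tumor 2 and -0.05 without tumor 7, which ended the call, -0.79 without tumor 5 and -1.03 without tumors 1, 3 and 6.

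Mitochondrially encoded genes were lower in HMMR-Tg tumors, with 0 of 13 members higher and a mean difference of -0.55 (adjusted p = 4.83e-10, and adjusted p = 0.41 with an estimated correlation). mt-Nd3 was at 1330 ± 392 and 703 ± 130 TPM (-0.90), and mt-Atp8, mt-Co3 and mt-Atp6 differed by -0.61, -0.66 and -0.61; under quantile normalization, mt-Co3 and mt-Atp6 were at -0.21 and -0.12. The list's difference was -0.39 without tumor 1. These genes held 8.74% ± 2.18 of TPM in control and 5.87% ± 0.588 in HMMR-Tg tumors (exact permutation p = 0.0286), with a lowest control value of 6.44% and a highest HMMR-Tg value of 6.33%. Genes of cytosolic ribosomal proteins were higher by 0.17 with 31 of 41 members higher (adjusted p = 0.00164, and adjusted p = 0.618 with an estimated correlation), led by Rpl3 at 0.68, Rplp2 at 0.76, Rpl7 at 0.42 and Rpl28 at 0.45. The ribosomal call ended with quantile normalization at 0.06, without tumor 6 at 0.07 and without tumors 1, 3 and 6 at 0.04, and the difference was 0.31 without tumor 5.

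Genes of mitosis were higher by 0.16 with 31 of 45 members higher (adjusted p = 0.00502, and adjusted p = 0.684 with an estimated correlation). The cytokinesis scaffold Anln was at 39.4 ± 11 and 70.4 ± 16.9 TPM (0.82), and Plk1, Aurka and Bub1b differed by 0.75, 0.56 and 0.39. The mitosis call ended without tumor 1 at 0.06 and without tumor 5 at 0.01, and the difference was 0.33 without tumor 6. Genes of the Arp2/3 complex and cortical actin differed by 0.09 over 37 members and were not called (adjusted p = 0.0908), but were called higher without tumor 3 at 0.13 and without tumor 7 at 0.12, and were at 0.03 without tumor 1; the branched actin regulator Cttn was at 162 ± 24.6 and 251 ± 28 TPM (0.63). DNA replication and BRCA1-linked repair genes each differed by -0.04, p53 targets by 0.18 and replication histones by 0.12, and none of these lists was called with all 8 tumors under the main settings. DNA replication genes were called lower without tumor 5, at -0.25, p53 targets higher without tumor 2 or 6, at 0.25 and 0.26, and under quantile normalization, at 0.19 (adjusted p = 0.0416), and replication histones higher with no filter on low values, at 0.20 (adjusted p = 0.0126). Neighbors of the Rosa26 locus, where the transgene lies, differed by -0.07 over 36 members (adjusted p = 0.182). They were called lower without tumor 2 (-0.17, adjusted p = 0.00516) and without tumor 7 (-0.15, adjusted p = 0.0285), and were at 0.04 and 0.03 without tumors 4 and 8.

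Markers of other tissues and cell types, which admixed tissue or the tumor itself can express, differed between single tumors. The skeletal muscle score was 4.01 in control tumor 1, 2.52 in control tumor 3 and 4.37 in HMMR-Tg tumor 6, against 0.90 to 1.10 in the other tumors (exact permutation p = 0.886). The muscle list differed by -0.28, adipocyte markers by 0.11, hormone-sensing luminal genes by 0.20, squamous genes by 0.23, chondroid and osteoid genes by -0.01, nerve genes by 0.14, skin and salivary genes by 0.23 and erythroid genes by 0.38. None of these lists was called with all 8 tumors, and the lowest adjusted p among them was 0.0525 for erythroid genes. Erythroid genes were called higher without tumor 1, 2, 5 or 6, at 0.42, 0.47, 0.65 and 0.59, without tumors 1, 3 and 6 at 0.70, with a pseudocount of 5 at 0.35, with a mean of at least 5 TPM at 0.51 and by pre-ranked GSEA (adjusted p = 0.0102), and were at 0.12 without tumor 8. Skeletal muscle genes were called lower without tumor 6 (-1.21, adjusted p = 1.28e-07), without tumor 4 (-0.67, adjusted p = 0.0232) and by pre-ranked GSEA (adjusted p = 0.0472), and were at 0.32 without tumor 1. The other lists also moved with single tumors: chondroid and osteoid genes from -0.41 (without tumor 3) to 0.30 (without tumor 4), squamous genes from -0.21 (without tumor 5) to 0.59 (without tumor 7), skin and salivary genes from 0.04 (without tumor 7) to 0.63 (without tumor 2), adipocyte markers from -0.07 (without tumor 5) to 0.29 (without tumor 8), hormone-sensing luminal genes from 0.00 (without tumor 1) to 0.27 (without tumor 3) and nerve genes from -0.02 (without tumor 5) to 0.18 (without tumor 6).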

Values the study reported

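The study reported mammary tumors in 59.3% of Brca1f/f;Trp53+/- mice, at a mean latency of 36.8 weeks. With 1 HMMR transgene allele the reported incidence was 72.0%, and with both alleles it was 80.0%, at a mean latency of 25.5 weeks. By a probe-based assay it gave human HMMR in tumors carrying both alleles at about 2.4-fold of endogenous Hmmr. The tumors sequenced had been diagnosed at averages of 31 weeks (HMMR transgenic) and 32 weeks (no transgene) after induction. Its qRT-PCR comparisons gave one-tailed p values of 0.035 for Il6, 0.045 for Il10 and 0.013 for Vegfa. It also reported higher expression of Slug (Snai2), Twist1 and Vim in the transgenic tumors. By immunohistochemistry it reported less claudin protein and more CD31 and CD45 staining in them. The RNA differences found here for the matching genes are given above.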

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

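The results in this part were picked out by a rule fixed before the data were examined: in a genotype of 4 tumors, the gap between the highest or lowest tumor and the nearest of the others takes most of the whole range. It was applied to 334 groups of 4 tumors and picked out 25, where chance alone gives about 17, so single cases carry little weight. No explanation is weighed for them here.

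Among list scores, HMMR-Tg tumor 6 had a skeletal muscle score of 4.37, against 0.9 to 1.1 in the other HMMR-Tg tumors. HMMR-Tg tumor 8 had a mitochondrially encoded score of 11.38, against 11.64 to 11.67, and a hypoxia and glycolysis score of 7.28, against 6.8 to 6.86. HMMR-Tg tumor 7 had a dendritic and mast cell score of 5.01, against 4.23 to 4.35. Control tumor 1 had a mitosis score of 4.95, against 5.33 to 5.38 in the other control tumors, and control tumor 3 had an adipocyte score of 3.85, against 3.22 to 3.32.

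Among single genes in control tumor 2, Tnf was at 18.4 TPM against 2.29 to 3.35 TPM in the other control tumors, the adhesion gene Vcam1 at 85.3 against 6.6 to 9.47 TPM, the macrophage gene Adgre1 at 55.2 against 20.9 to 23.6 TPM, and Snai2 at 16.9 against 1.21 to 1.68 TPM. In HMMR-Tg tumor 7, Nfkb2 was at 321 TPM against 53.1 to 58.5 TPM in the other HMMR-Tg tumors, Vcam1 at 95.1 against 7.76 to 21.8 TPM, Csf2 at 2.4 against 1.11 to 1.19 TPM, and ENSMUSG00000098915 at 39.6 against 13.4 to 15.1 TPM.

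In HMMR-Tg tumor 8, Cldn3 was at 135 TPM against 240 to 256 TPM in the others of its genotype, although its distal chromosome 5 median was -0.02. In the same tumor Snai2 was at 5.74 against 1.31 to 1.99 TPM, Pdgfrb at 26.3 against 13.2 to 15.3 TPM, Col1a1 at 601 against 143 to 217 TPM and Cd14 at 298 against 122 to 149 TPM. In HMMR-Tg tumor 5, Vegfa was at 202 TPM against 286 to 299 TPM and Ndufa4l2 at 6.17 against 18.4 to 18.6 TPM. In control tumor 3, Twist1 was at 49.5 TPM against 4.15 to 6.25 TPM in the other control tumors and Tnfrsf1b at 51.3 against 10.4 to 13.9 TPM. In control tumor 1, Nfkbib was at 16.8 TPM against 24.6 to 25.5 TPM and Pdgfrb at 7.35 against 12 to 12.6 TPM.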

How the results depend on the processing

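No paired analysis was possible because the tumors of the 2 genotypes share no numbers. The fit without tumors 1, 3 and 6 was the only alternative chosen after the data were seen. The depth is unknown, so what it limits cannot be stated. For the changes below, the cause was not tested unless the setting itself gives it. Gene calls ranged from 3 to 10 over the settings. Rpl15-ps6, Gm8420 and ENSMUSG00000099397 kept their calls in each setting run. The TNF/NF-κB, endothelial and mesenchymal lists kept their calls in each setting that used camera with the preset correlation, at 0.33 to 0.58, 0.30 to 0.64 and 0.23 to 0.69 with 1 tumor left out.

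With a correlation estimated for each list, which widens the error by construction, 0 lists were higher and 0 lower, and the TNF/NF-κB (0.45, adjusted p = 0.41), endothelial (0.49, 0.42), mesenchymal (0.49, 0.433), leukocyte (0.26, 0.651) and tight junction (-0.33, 0.41) lists lost their calls. By fry 0 were higher and 0 lower, with the same differences of 0.45, 0.49, 0.49, 0.26 and -0.33 and adjusted p of 0.553, 0.553, 0.665, 0.768 and 0.553. Pre-ranked GSEA, which treats genes as independent, called 19 lists higher and 5 lower. It kept the calls of the TNF/NF-κB, endothelial and mesenchymal lists (adjusted p = 0.00104 each), the leukocyte list (adjusted p = 0.00304) and the tight junction list (adjusted p = 0.0176). A pseudocount of 0.1 called 1 gene lower and a pseudocount of 5 took Esr1 to -0.01. Differences of genes near 0 depend on the pseudocount. Among named genes, those that moved by over 1.5 times took log2 differences, with 0.1, of Csf2 1.29, Csf3 1.06, ENSMUSG00000098915 7.51, Esr1 0.28, Gm2974 4.77, H2ac1 -4.88, Lyve1 1.44 and Trem1 1.38, and with 5, of Acod1 0.98, Adgrl4 0.46, Apoc1 2.41, Clec4e 0.61, Cnn1 0.78, Csf2 0.20, Csf3 0.25, Cspg4 0.59, ENSMUSG00000098915 2.23, Eid2 0.59, Gm14094 1.86, Gm2974 0.85, Gm5292 1.48, H2ac1 -1.19, Il1a 0.58, Il6 1.05, Lyve1 0.28, Rnf144a 0.74, Siglec1 0.36, Trem1 0.32 and Twist1 0.05. The count of lists with an exact score p under 0.05 went from 1 to 0 under quantile normalization, to 0 under median-of-ratios scaling and to 0 with rescaled TPM, where mitochondrially encoded genes are left out by construction. Arpc2 was at -0.02 under quantile normalization and -0.02 with rescaled TPM, and Sting1 at -0.04 with rescaled TPM and 0.00 with array weights.

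Without tumors 1, 3 and 6, which leaves 2 tumors against 3, 3 genes and 14 lists were higher, the tight junction list was at -0.30 (adjusted p = 0.105) and the leukocyte list at 0.25 (adjusted p = 0.0648). Vegfa was then at -0.12, Nfkb1 at 0.16, Adgre1 at -0.05 and Esr1 at -0.77. List scores were not compared in that setting, where the exact test cannot pass.

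With 1 tumor left out, 0 to 1 genes were lower (1 without tumor 4), 12 to 21 lists were higher (12 without tumor 4, 21 without tumor 2), 2 to 6 lists were lower (6 without tumor 4), 0 to 1 study genes passed adjusted over the list alone (Cldn1 without tumor 3) and 0 to 1 lists passed the exact score test (0 without tumor 5, 7 or 8). The tight junction list ranged from -0.40 to -0.26 and lost its call without tumor 3, 7 or 8, and the leukocyte list ranged from 0.06 to 0.45 and lost its call without tumor 4 or 7. Genes that changed sign ranged from -0.03 to 0.81 (Vegfa), -0.65 to 0.41 (Snai2), -0.18 to 0.92 (Twist1), -0.06 to 0.38 (Ptprc), -0.15 to 1.36 (Csf3), -0.14 to 0.09 (Nfkb1), -0.14 to 0.72 (Nfkb2), -0.42 to 1.13 (Vcam1), -0.02 to 0.07 (Arpc2), -0.06 to 0.36 (Cgas), -0.15 to 0.18 (Sting1), -0.14 to 0.67 (Krt8), -0.85 to 1.09 (Krt14) and -0.22 to 0.43 (Esr1). Other named genes whose differences moved by over 1.5 times ranged from 0.03 to 0.53 (Adgre1), 0.39 to 0.86 (Aurka), 0.28 to 0.67 (Bcl3), 0.42 to 0.93 (Bnip3), 0.04 to 0.39 (Brca1), 0.35 to 0.75 (Cd68), 0.44 to 1.29 (Col1a1), 0.63 to 1.38 (Col5a1), 0.49 to 1.16 (Col5a2), -0.87 to -0.32 (Crb3), 0.09 to 0.67 (Csf1), -1.16 to -0.55 (Elf5), 0.23 to 0.72 (Hcls1), 0.41 to 0.96 (Hspa1b), 0.58 to 1.17 (Il1a), 0.32 to 0.80 (Itgam), 0.68 to 1.39 (Itgb4), 0.23 to 0.66 (Laptm5), 0.20 to 0.65 (Map3k14), 0.35 to 0.74 (Mmp14), 0.62 to 1.16 (Msr1), 0.33 to 0.65 (Pdgfrb), 0.28 to 0.61 (Plek), 0.28 to 0.98 (Relb), 0.46 to 1.09 (Rgs5), 0.46 to 0.91 (Ripk3), 0.32 to 0.68 (Rpl28), 0.50 to 1.14 (Tagln), 0.52 to 1.06 (Tap2), 0.47 to 1.21 (Tnfrsf1b), 0.06 to 0.27 (Trp53), 0.27 to 1.06 (Vim) and -2 to -0.91 (Wfdc18).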

Other observations

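The tests of skeletal muscle, of the share of epithelium and of distal chromosome 5 were chosen after the results they bear on were seen, and the others before. For the chromosome 14 and tissue handling tests and the split test of gene calls, the reading was also changed after the result was seen, as said below.

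The largest gene-level difference came from processed copies of Rpl15. Of the 35 splits of the 8 tumors into 4 and 4, only the real split, 1 of 35, gave as many as 9 called genes. The highest other split, which mixed the genotypes, gave 8. That outcome met the one set beforehand against chance. Chance is still not excluded, because 1 of 35 is the smallest share possible and 4 of the 9 genes are similar copies of Rpl15. Among 558 aligned positions, 1 carries a base that the 4 called copies share and the reference Rpl15 transcript lacks. A variant Rpl15 allele could move reads to all 4 copies through such a base. It could also do so through different bases for different copies, so this count does not decide the question. Only the called copies were aligned, so it is unknown whether the base sets them apart from Rpl15-ps3, which was not called. The summed level of Rpl15 and its copies showed no difference beyond the spread between tumors (exact permutation p = 0.657). A strain variant of Rpl15 in HMMR-Tg mice stays a candidate that these values do not establish, and the reads that would show it were not used here. The study describes its mice as of mixed background. Whether the HMMR transgene contributes was not tested, since strain background and genotype cannot be separated in these data.

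Rpl15 and Gm2974 both lie in the first 25 megabases of chromosome 14, where a linked strain difference may sit. In that window 10 of 67 genes had an unadjusted p under 0.05, or 14.9% against 3.23% elsewhere (Fisher's exact p = 6.17e-05), and 7 of 61 without predicted genes (Fisher's exact p = 0.00299). That met the outcome set beforehand for a linked region, and the count of 3 of 113 windows of the genome with as high a share met the one set beforehand against such windows being common. Both were set aside afterwards because neighboring genes are not independent: 5 of the 35 splits gave as many window genes, and the highest other gave 17 where the real split gave 10. Apart from the real split, each of these kept control tumors 1, 2 and 4 together and set tumor 3 with HMMR-Tg tumors. They thus repeat nearly the same contrast. A linked region and neighbors that vary together in some tumors for another reason therefore cannot be told apart.

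More lists were higher than lower in HMMR-Tg tumors. For the number of lists called, chance cannot be excluded: 7 of the 35 splits called as many lists, with 21 in the real split and 27 in the highest other. The splits counted calls in either direction, so whether chance gives as uneven a direction was not tested. Tissue handling that induces immediate-early genes may also raise the TNF/NF-κB list and stays open: 95.2% of the difference was kept without immediate-early members (0.45 and 0.43), the outcome set beforehand against handling, but this left 178 of 198 members, which handling can induce too, and all 23 immediate-early genes were higher. A lower share of epithelium may raise the markers of all other cells alike. The gap between endothelial and T and NK cell scores was 1.11 ± 0.47 in control and 1.55 ± 0.79 in HMMR-Tg tumors (exact permutation p = 0.371), too few tumors to decide. An effect of the transgene on vessels or inflammation stays open as well.

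Lower expression of distal chromosome 5 genes, the region of Cldn3, may come from copy number gains or losses in single tumors, and this was left undecided. In control tumor 4, 83.6% of the region's genes lay above their mean over the other 7 tumors, but that tumor was chosen for its high regional median, so the value restates the pattern and does not separate a gain from another shared shift of the region. DNA copy number was not analysed here. A regional shift does not cover Cldn3 in full, because HMMR-Tg tumor 8 had the lowest Cldn3 value of 135 TPM at a regional median of -0.02.

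The difference in mitochondrially encoded RNA was not carried by skeletal muscle alone: without tumors 1, 3 and 6, 95% of it was kept (2.87 and 2.73 percentage points), with a lowest control value of 8.04% and a highest HMMR-Tg value of 6.1%. The control tumors left out hold the highest and lowest control shares, 11.64% in tumor 1 and 6.44% in tumor 3, and without tumor 1 alone the difference was 1.91 percentage points, so a part from tumor 1 stays open. With 2 tumors against 3 the exact test can give no p below 0.1.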
